A study of Mus musculus with 37 samples.

How the data were processed

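The series holds 37 mouse RNA-seq libraries. Per the labels, the 26 libraries of oocytes, eggs and early embryos were made from total RNA with the SMART-Seq Stranded kit, and the 11 libraries of embryonic day 6.5 lineages were poly(A) libraries made with SMART-Seq mRNA and Nextera XT. The deposited values are FPKM, fragments per kilobase of gene scaled to a total that is not stated, 1 column per library in 1 table for each library type, although the column headers end in rpkm. The aligner, the counter, the genome build, the annotation and the filters that the authors used to make the FPKM are not stated in the labels or the file headers. The deposited column of control epiblast replicate 1 was recorded as having an other unit, because it lists 1 gene, Gm24888, at -1e-06, which FPKM cannot be. That value was set to 0 and the column was otherwise used as FPKM. Every column was matched to 1 sample by its name, with 0 columns left over.

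Each table lists 55401 genes by versioned Ensembl identifier. Of these, 54349 are in GENCODE M21 (GRCm38) with the same version and 55141 without regard to the version. Symbols and positions were taken from that release, and since the authors' build is not stated, positions may not be those used for counting. Per the labels the early libraries are stranded, but whether counting used the strand is not stated, so overlapping and antisense genes and near-identical copies are uncertain. For each gene named, the share of its exonic words of 50 bases found in other annotated genes was computed.

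FPKM does not keep the number of reads. Values of low genes multiplied by exonic length did not fall on whole steps, so the depth per library is unknown and no intervals for counting error were computed. The number of libraries per group limits the precision.

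Groups and replicate numbers were taken from the titles of the samples. Values were analysed as log2(FPKM + 1), keeping genes with at least 1 FPKM in at least 2 libraries of a fit. Fold changes on this scale understate changes of low genes. Group means were compared with limma 3.58.1 in R 4.3.3 (lmFit, eBayes with an intensity trend), with Benjamini-Hochberg adjustment within each contrast and a threshold of 0.05. The 26 total RNA libraries were fitted together, since most control groups have 2 libraries, and the 8 epiblast and visceral endoderm libraries were fitted together apart from them. Differences of the knockout effect between consecutive stages were tested as interaction contrasts. Extraembryonic ectoderm, with 1 control library, was described without a test. Python 3.11.15, pandas 2.3.3 and matplotlib 3.10.9 were used for tables and plots.

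Maternal and zygotic gene sets were defined on the difference between late 2-cell embryos and fully grown oocytes averaged over both genotypes, at an adjusted p under 0.05 and an absolute change of at least 2. These sets and the gene lists, where at least 5 genes of a list were tested, were tested with the rotation test fry of limma, two-sided. Developmental regulators were chosen by gene symbol family alone.

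The genes named were, for each contrast, the 3 that rose and the 3 that fell most among those with an adjusted p under 0.05, with every knockout library on the same side of every control library and a mean of at least 5 FPKM in the higher group, leaving out predicted and clone-named models. Bap1 and genes of the fixed lists with an adjusted p under 0.05 over their list were also to be named. As these list genes were many, only the one that changed most in each list and contrast was chosen, a restriction decided after seeing the data. For Asxl3, Bbx, Zrsr1, Gata3 and Fgf10, chosen in this way at some stages, values at further stages were added after they were seen, and these added values were not recomputed under the alternatives. Gm44805 and Fgf4 at embryonic day 6.5, H2ac18 in early 2-cell embryos, and Duxf3 and Cdc5l in late 2-cell embryos were added after their values were seen, as were the genes behind counts of 5 or fewer.

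The pairing tested comes from the replicate numbers in the sample titles, which the labels do not say pair samples. It was checked by the correlation of the deviations of same-numbered libraries from their group means, and a fit with the replicate number within stage as a block was run as an alternative. The other alternatives were a pseudocount of 0.1, no filter on low values, a mean of at least 5 FPKM, TPM scaling, quantile normalization within a stage, centring on library medians, a fit of each stage alone, eBayes without trend, an added 2-fold limit, set definitions at a stage change of at least 3 or against MII eggs, camera, and leaving out each replicate. The grouping, the designs, the gene lists and these alternatives were fixed before the data were examined.

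The scripts were tested on simulated data. For 15184 genes in 26 simulated libraries with 200 genes changed by 1, 2 or 4 log2 units, between 94.5% and 97.5% of the changed genes were recovered. With the same spread in every stage 8 to 15 false calls were made per stage. With the spread measured in each stage, early 2-cell embryos had 319 false calls among 514, late 2-cell embryos 62 among 251 and the other stages at most 1, whereas fits of each stage alone made 3 to 7 false calls. Those fits also lost true changes, recovering 156 of 200 in early 2-cell embryos against 195 with the shared fit, and 165 against 189 in late 2-cell embryos. For 13376 genes in simulated epiblast and visceral endoderm libraries between 34% and 37.5% of the changed genes were recovered, with up to 10 false calls.

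Technical explanations were tested against limits. The limits of 300 bases for short genes, 5% for shared sequence, 100 FPKM for Gm44805, 1 Mb for neighbouring genes, 55% for genes lower after centring and 2 times the share among all genes for short non-coding genes were set after the patterns were seen. Random lists matched on mean expression were drawn 10000 times within 20 bins of expression.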

Results

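RNA-seq was used to ask how loss of BAP1, the ubiquitin hydrolase of the Polycomb repressive deubiquitinase complex, alters the transcriptome of mouse oocytes and of the embryos that develop from them. Bap1 was deleted in oocytes by iCre recombinase under the Gdf9 promoter acting on a floxed allele. Controls carried the floxed allele without iCre. The 37 libraries were 26 total RNA libraries from 5 stages and 11 poly(A) libraries from 3 lineages of the embryonic day 6.5 embryo. Fully grown oocytes (FGO), MII eggs (MII), late 1-cell embryos (L1C) and late 2-cell embryos (L2C) each had 2 control and 3 knockout libraries, and early 2-cell embryos (E2C) had 3 of each. Epiblast (EPI) and visceral endoderm (VE) each had 2 control and 2 knockout libraries, and extraembryonic ectoderm (EXE) had 1 control and 2 knockout libraries. Embryos were maternal knockouts, from knockout eggs and wild-type sperm of a B6 male at the early stages and of a PWK male at embryonic day 6.5.

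The deposited values are FPKM, from which the number of reads behind a value cannot be recovered, so the depth of each library is unknown and no counting error is given. FPKM summed to between 300668 and 430784 per library in the total RNA table and to between 593705 and 704522 in the poly(A) table. Between 10353 and 11942 genes reached 1 FPKM in a total RNA library, and between 10476 and 12459 in a poly(A) library. One short non-coding gene model, Gm23935, held from 5.98% to 23.1% of the summed FPKM of the total RNA libraries, while the gene with the most FPKM held from 0.56% to 1.72% in the poly(A) libraries. Fold changes are differences of group means on the log2(FPKM + 1) scale, which understates the change of genes with low values.

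Bap1 was examined first in every library, since it checks the genotype labels. Bap1 (ENSMUSG00000021901.10) lies at chromosome 14, 31251450 to 31259944 in GENCODE M21 (GRCm38), the annotation used for all positions given here, while the build the values were made on is not stated. It measured 22.8 ± 9.12 FPKM (SD, n = 2) in control and 4.41 ± 0.615 FPKM (SD, n = 3) in knockout FGO, 29.2 ± 0.962 FPKM (SD, n = 2) in control and 4.73 ± 0.517 FPKM (SD, n = 3) in knockout MII eggs, and 24.97 ± 0.339 FPKM (SD, n = 2) in control and 5.13 ± 0.804 FPKM (SD, n = 3) in knockout L1C embryos. It measured 25.8 ± 2.96 FPKM (SD, n = 3) in control and 6.83 ± 0.196 FPKM (SD, n = 3) in knockout E2C embryos and 22.7 ± 2.44 FPKM (SD, n = 2) in control and 10.5 ± 1.09 FPKM (SD, n = 3) in knockout L2C embryos. The log2 fold changes were -2.09 ± 0.17 (SE) in FGO, -2.40 ± 0.17 (SE) in MII, -2.09 ± 0.17 (SE) in L1C, -1.77 ± 0.15 (SE) in E2C and -1.04 ± 0.17 (SE) in L2C. Benjamini-Hochberg adjusted p from limma was 7.15e-08, 7.68e-09, 4.87e-08, 5.82e-08 and 5.15e-05 in the same order. No knockout library of these 5 stages reached the lowest control library of its stage. Leaving out single libraries moved the fold change most in FGO, from -2.49 to -1.68, because the 2 control libraries there measured 16.3 and 29.2 FPKM.

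In the poly(A) libraries the labels could not be checked on Bap1, as the embryos carried a paternal wild-type allele. Bap1 measured 18.4 ± 5.99 FPKM (SD, n = 2) in control and 27.8 ± 8.48 FPKM (SD, n = 2) in knockout EPI and 14.8 ± 1.13 FPKM (SD, n = 2) in control and 18.9 ± 0.746 FPKM (SD, n = 2) in knockout VE. Its log2 fold changes of 0.57 ± 0.37 (SE) and 0.33 ± 0.37 (SE) had adjusted p of 1 in limma with Benjamini-Hochberg adjustment. With the replicate number as a block the fold changes were unchanged and the adjusted p from limma was 0.586 in EPI and 1 in VE. The correlation of the deviations of same-numbered libraries from their group means was 0.59 in EPI and 0.43 in VE. In EXE the control library measured 21.8 FPKM and the knockout libraries 24.0 and 23.1 FPKM.

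**Figure D1:**
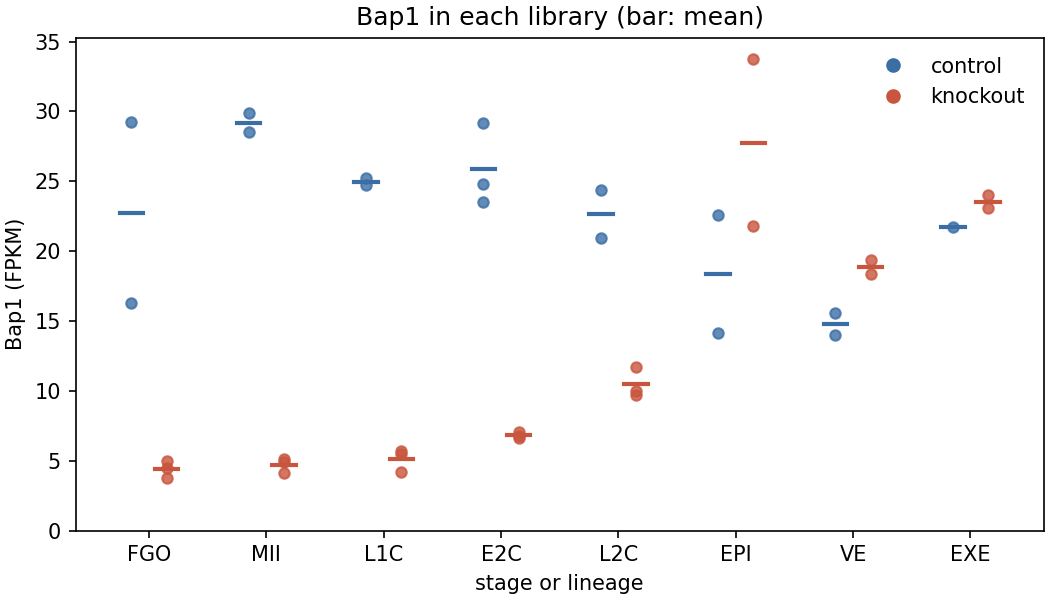
Bap1 FPKM in each library (points) and the group mean (bars), by stage or lineage on the horizontal axis and genotype by colour. Knockout means lay between 4.41 and 10.5 FPKM in the 5 early stages against control means of 22.7 to 29.2 FPKM, and knockout and control libraries were not separated in that direction in EPI, VE or EXE.

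Pou5f1, Ttr and Elf5, from lineage marker lists fixed before the data were examined, separated the 3 lineages of embryonic day 6.5. Pou5f1 ranged from 274 to 694 FPKM in the 4 EPI libraries, from 0.127 to 20.5 FPKM in the 3 EXE libraries, and did not exceed 0.213 FPKM in VE. Ttr ranged from 609 to 1785 FPKM in the 4 VE libraries and did not exceed 1.59 FPKM in the others. Elf5 ranged from 134.5 to 184 FPKM in EXE and did not exceed 0.381 FPKM elsewhere. Some other listed markers did not separate the lineages. Utf1, listed for epiblast, ranged from 394.1 to 482.5 FPKM in EXE and from 468.8 to 649.3 FPKM in EPI. Rhox5, listed for visceral endoderm, ranged from 3606 to 4645 FPKM in EXE and from 1144 to 2197 FPKM in VE. The Y-linked genes Ddx3y, Kdm5d, Eif2s3y and Uty summed to between 25.9 and 68.0 FPKM in control replicate 1 and knockout replicate 2 of each lineage and were all listed at 0 in every other poly(A) library, so libraries with and without Y-linked signal occurred in both genotypes of EPI and VE.

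The effect of the knockout on the oocyte before fertilization was tested first in FGO. Of 15184 genes tested in one limma fit of all 26 total RNA libraries, 126 were higher and 777 lower in knockout FGO at a Benjamini-Hochberg adjusted p under 0.05. Restricting the test to genes with a mean of at least 5 FPKM moved this count most, to 69 higher and 241 lower. Centring each library on its median gave 317 higher and 611 lower genes. The 3 genes that rose most and the 3 that fell most were chosen by a rule written before the data were examined. Cdc5l (ENSMUSG00000023932.9, chromosome 17, 45391884 to 45433737) measured 1.79 ± 0.324 FPKM (SD, n = 2) in control and 25.9 ± 6.58 FPKM (SD, n = 3) in knockout libraries, a log2 fold change of 3.24 ± 0.28 (SE). Of its exonic sequence, 34.8% was shared with other annotated genes. mt-Td (ENSMUSG00000064353.1, mitochondrial genome (M), 6942 to 7011) measured 2.54 ± 1.38 FPKM (SD, n = 2) in control and 19.2 ± 16.9 FPKM (SD, n = 3) in knockout libraries, a log2 fold change of 2.25 ± 0.41 (SE). Its knockout libraries measured 38.7, 8.95 and 9.86 FPKM, and a fit of FGO alone gave it a limma adjusted p of 0.0893. Cep250 (ENSMUSG00000038241.16, chromosome 2, 155956458 to 155998900) measured 6.40 ± 0.913 FPKM (SD, n = 2) in control and 17.5 ± 4.35 FPKM (SD, n = 3) in knockout libraries, a log2 fold change of 1.30 ± 0.18 (SE). Fam217a (ENSMUSG00000021414.8, chromosome 13, 34909960 to 34924310) measured 20.6 ± 1.09 FPKM (SD, n = 2) in control and 0.768 ± 0.236 FPKM (SD, n = 3) in knockout libraries, a log2 fold change of -3.62 ± 0.23 (SE). Pdzph1 (ENSMUSG00000024227.14, chromosome 17, 58878808 to 58991375) measured 18.7 ± 1.52 FPKM (SD, n = 2) in control and 0.955 ± 0.387 FPKM (SD, n = 3) in knockout libraries, a log2 fold change of -3.35 ± 0.21 (SE). Prlr (ENSMUSG00000005268.20, chromosome 15, 10177238 to 10349180) measured 8.31 ± 0.721 FPKM (SD, n = 2) in control and 0.308 ± 0.244 FPKM (SD, n = 3) in knockout libraries, a log2 fold change of -2.85 ± 0.25 (SE). Benjamini-Hochberg adjusted p from limma for these genes ranged from 2.08e-09 to 0.00105.

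In MII eggs 194 genes were higher and 701 lower in the knockout by the same limma fit and adjusted p, against 519 higher and 552 lower after centring on library medians. Cdc5l changed by 3.21 ± 0.28 (SE), from 2.16 ± 0.775 FPKM (SD, n = 2) to 27.8 ± 2.84 FPKM (SD, n = 3). Ciart (ENSMUSG00000038550.10, chromosome 3, 95878503 to 95882251) measured 2.04 ± 0.110 FPKM (SD, n = 2) in control and 6.45 ± 1.76 FPKM (SD, n = 3) in knockout libraries, a log2 fold change of 1.27 ± 0.27 (SE). Ciart shared 11.9% of its exonic sequence with another gene, and its limma adjusted p was 0.193 with a pseudocount of 0.1. Cdk5r2 (ENSMUSG00000090071.4, chromosome 1, 74854934 to 74857732) measured 1.99 ± 0.101 FPKM (SD, n = 2) in control and 5.85 ± 1.503 FPKM (SD, n = 3) in knockout libraries, a log2 fold change of 1.17 ± 0.17 (SE). Among the genes that fell most, Fam217a changed by -3.81 ± 0.23 (SE), from 20.5 ± 0.933 FPKM (SD, n = 2) to 0.533 ± 0.144 FPKM (SD, n = 3). Pdzph1 changed by -3.10 ± 0.21 (SE), from 13.3 ± 0.317 FPKM (SD, n = 2) to 0.671 ± 0.0961 FPKM (SD, n = 3). Lcp2 (ENSMUSG00000002699.13, chromosome 11, 34046920 to 34092295) measured 17.1 ± 2.40 FPKM (SD, n = 2) in control and 1.03 ± 0.521 FPKM (SD, n = 3) in knockout libraries, a log2 fold change of -3.18 ± 0.46 (SE). Benjamini-Hochberg adjusted p from limma for these genes ranged from 8.76e-10 to 0.0042.

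In L1C embryos 339 genes were higher and 837 lower in the maternal knockout. Cdc5l changed by 4.08 ± 0.28 (SE), from 1.55 ± 0.518 FPKM (SD, n = 2) to 41.7 ± 4.09 FPKM (SD, n = 3). Slc45a4 (ENSMUSG00000079020.9, chromosome 15, 73577424 to 73645762) measured 6.86 ± 6.74 FPKM (SD, n = 2) in control and 21.6 ± 2.67 FPKM (SD, n = 3) in knockout libraries, a log2 fold change of 1.85 ± 0.45 (SE). The 2 control libraries of Slc45a4 measured 11.6 and 2.09 FPKM, its fold change lay between 0.83 and 2.86 when either was left out, and its limma adjusted p was 0.101 with a pseudocount of 0.1. Grn (ENSMUSG00000034708.12, chromosome 11, 102430315 to 102437048) measured 2.30 ± 0.622 FPKM (SD, n = 2) in control and 8.64 ± 3.13 FPKM (SD, n = 3) in knockout libraries, a log2 fold change of 1.499 ± 0.30 (SE). The genes that fell most were Fam217a, Prlr and Nckap5. Fam217a changed by -3.39 ± 0.23 (SE), from 26.2 ± 0.509 FPKM (SD, n = 2) to 1.66 ± 0.726 FPKM (SD, n = 3). Prlr changed by -3.04 ± 0.25 (SE), from 14.1 ± 0.199 FPKM (SD, n = 2) to 0.880 ± 0.528 FPKM (SD, n = 3). Nckap5 (ENSMUSG00000049690.15, chromosome 1, 125913620 to 126830799) measured 11.7 ± 1.68 FPKM (SD, n = 2) in control and 0.650 ± 0.0539 FPKM (SD, n = 3) in knockout libraries, a log2 fold change of -2.94 ± 0.17 (SE). Benjamini-Hochberg adjusted p from limma for these genes ranged from 6.60e-10 to 0.0108.

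In E2C embryos 2146 genes were higher and 2261 lower in the maternal knockout by the limma fit of all stages. E2C libraries differed more within groups than those of the other early stages, with a typical within-group SD of 0.26 on the log2 scale against 0.11 to 0.21, and a fit that shares 1 estimate of spread over all stages understates it there. A fit of the 6 E2C libraries alone gave 501 higher and 692 lower genes, and 1188 of these 1193 were among the 4407 of the shared fit. In simulated libraries with the spread of each stage, 319 of 514 E2C calls of the shared fit were false and 195 of 200 changed genes were recovered, while a fit of E2C alone made 5 false calls and recovered 156. Only 200 genes were changed there, so the share of false calls does not carry over to the 4407 genes called. TPM scaling gave 2971 higher and 1870 lower genes and median centring 2899 higher and 1744 lower. Cdc5l changed by 3.12 ± 0.25 (SE), from 2.90 ± 0.832 FPKM (SD, n = 3) to 34.6 ± 13.8 FPKM (SD, n = 3). AW822073 (ENSMUSG00000058537.4, chromosome 10, 58222972 to 58224930) measured 5.59 ± 0.563 FPKM (SD, n = 3) in control and 28.3 ± 2.21 FPKM (SD, n = 3) in knockout libraries, a log2 fold change of 2.15 ± 0.15 (SE). Duxf3 (ENSMUSG00000075046.7, chromosome 10, 58229979 to 58232675) measured 4.86 ± 1.35 FPKM (SD, n = 3) in control and 23.0 ± 4.19 FPKM (SD, n = 3) in knockout libraries, a log2 fold change of 2.05 ± 0.19 (SE). AW822073 and Duxf3 are neighbours and shared 52.1% and 47.0% of their exonic sequence with other genes, so their separate values are uncertain. Fam217a changed by -3.28 ± 0.21 (SE), from 17.99 ± 2.49 FPKM (SD, n = 3) to 0.979 ± 0.409 FPKM (SD, n = 3). Prlr changed by -3.11 ± 0.22 (SE), from 18.1 ± 0.213 FPKM (SD, n = 3) to 1.28 ± 0.669 FPKM (SD, n = 3). Pdzph1 changed by -2.89 ± 0.19 (SE), from 11.4 ± 3.06 FPKM (SD, n = 3) to 0.661 ± 0.316 FPKM (SD, n = 3). Benjamini-Hochberg adjusted p from limma for these genes ranged from 6.91e-10 to 1.99e-07.

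In L2C embryos 3238 genes were higher and 3181 lower in the maternal knockout, and TPM scaling gave 3989 higher and 2293 lower. A fit of the L2C libraries alone called 4893 genes, of which 4681 were among the 6419 of the shared fit. H2ac18 (ENSMUSG00000064220.6, chromosome 3, 96245497 to 96246082) measured 1.40 ± 0.173 FPKM (SD, n = 2) in control and 209 ± 39.4 FPKM (SD, n = 3) in knockout libraries, a log2 fold change of 6.44 ± 1.08 (SE). Its exonic sequence was shared with other genes to 89.4%, and summing it with the overlapping gene Gm20634, weighted by exonic length, left a log2 fold change of 1.11 ± 0.29 (SE). Eif4a3l1 (ENSMUSG00000094973.2, chromosome 6, 136327539 to 136329983) measured 1.91 ± 0.112 FPKM (SD, n = 2) in control and 30.4 ± 6.66 FPKM (SD, n = 3) in knockout libraries, a log2 fold change of 3.41 ± 0.24 (SE). BB287469 (ENSMUSG00000079031.1, chromosome 12, 87816577 to 87820676) measured 1.43 ± 0.471 FPKM (SD, n = 2) in control and 17.6 ± 3.15 FPKM (SD, n = 3) in knockout libraries, a log2 fold change of 2.94 ± 0.23 (SE). Eif4a3l1 and BB287469 shared 47.5% and 96.6% of their sequence with other genes, so their values are uncertain. Tor1b (ENSMUSG00000026848.14, chromosome 2, 30952959 to 30959015) measured 39.1 ± 1.94 FPKM (SD, n = 2) in control and 2.12 ± 1.12 FPKM (SD, n = 3) in knockout libraries, a log2 fold change of -3.75 ± 0.19 (SE). Prlr changed by -3.13 ± 0.25 (SE), from 24.5 ± 0.845 FPKM (SD, n = 2) to 1.91 ± 0.167 FPKM (SD, n = 3). Lck (ENSMUSG00000000409.14, chromosome 4, 129548344 to 129573641) measured 8.57 ± 2.44 FPKM (SD, n = 2) in control and 0.359 ± 0.343 FPKM (SD, n = 3) in knockout libraries, a log2 fold change of -2.83 ± 0.16 (SE). Benjamini-Hochberg adjusted p from limma for these genes ranged from 1.31e-11 to 6.06e-05. Cdc5l, singled out after its values were seen, no longer differed. It measured 22.3 ± 1.57 FPKM (SD, n = 2) in control and 25.8 ± 3.01 FPKM (SD, n = 3) in knockout L2C libraries, with a log2 fold change of 0.19 ± 0.28 (SE) and a limma adjusted p of 0.61.

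**Figure D2:**
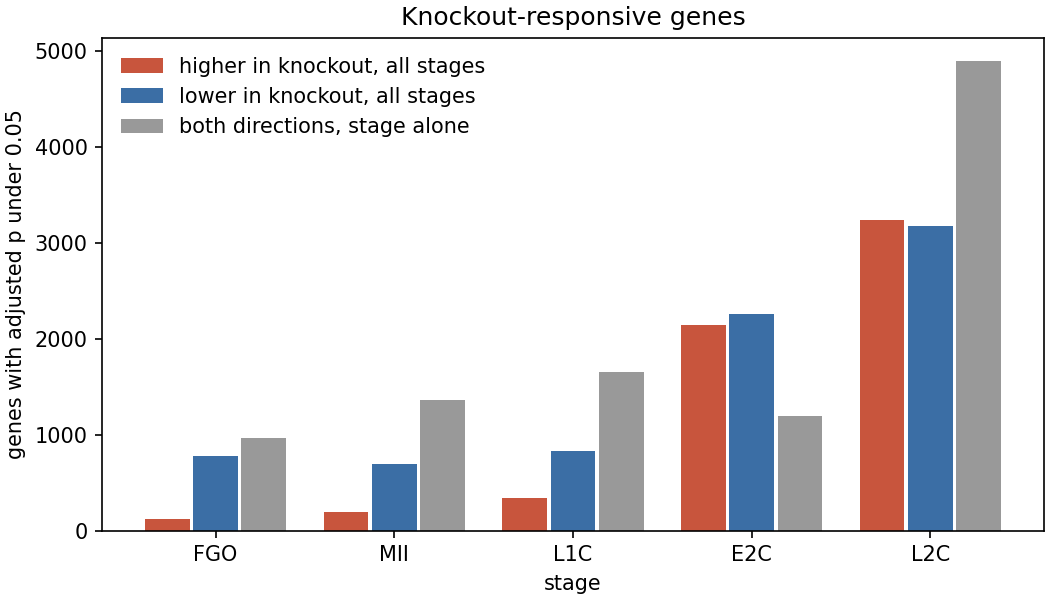
Number of genes with a limma adjusted p under 0.05 (vertical axis) in each early stage (horizontal axis), as genes higher (red) and lower (blue) in the knockout in the fit of all stages, and in both directions in a fit of the stage alone (grey). Counts were 903 in FGO, 895 in MII and 1176 in L1C, and the fit of the stage alone gave 1193 in E2C in place of 4407.

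**Figure D3:**
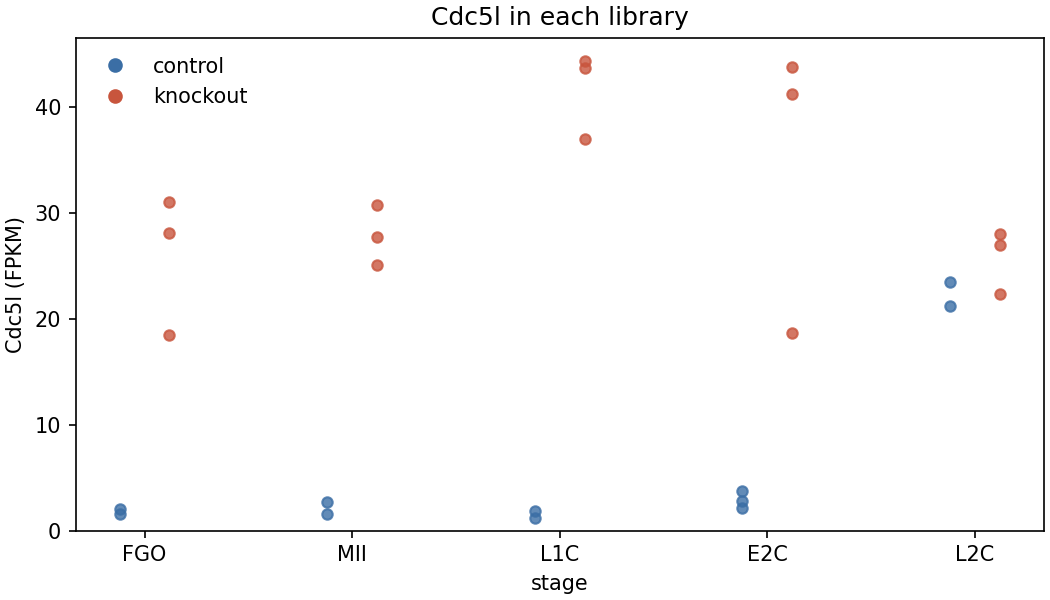
Cdc5l FPKM (vertical axis) in each control and knockout library of the 5 early stages (horizontal axis), 1 point per library. Knockout libraries lay between 18.5 and 44.4 FPKM and controls between 1.18 and 3.78 FPKM up to E2C, while at L2C controls reached 21.2 and 23.5 FPKM.

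Whether the effect of the knockout changed between consecutive stages was tested as an interaction. Between FGO and MII no gene differed at a limma Benjamini-Hochberg adjusted p under 0.05, with 588 at an unadjusted p under 0.05. Between MII and L1C the counts were 0 and 668. Between L1C and E2C 317 genes had a higher and 393 a lower effect in E2C, and fitting these stages alone moved this count most, to 43 genes. Between E2C and L2C 2361 genes had a higher and 2261 a lower effect in L2C. Across the 15184 genes, which are not independent replicates, Spearman's rho between the effects was 0.45 for FGO and MII, 0.47 for MII and L1C, 0.39 for L1C and E2C, and 0.22 for E2C and L2C. Left-out replicates moved rho most for FGO and MII among these pairs, from 0.38 to 0.53. Of 606 genes called in both FGO and MII, 553 were lower and 52 higher in both, and 1 had opposite directions. Of 2409 genes called in both E2C and L2C, 927 were higher in both, 822 lower in both, and 660 had opposite directions.

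Genome activation was addressed with gene sets taken from the stage difference itself, averaged over both genotypes. Zygotic genes were the 1078 genes at least 2 log2 units higher in L2C than in FGO, and maternal genes the 1073 at least 2 units lower. In knockout E2C embryos the median log2 fold change was -0.53 for zygotic genes, of which 929 were lower and 145 higher, and 0.30 for maternal genes, of which 255 were lower and 818 higher. In knockout L2C embryos the medians were -0.34, with 686 lower and 392 higher, and 0.36, with 270 lower and 799 higher. The median of all genes was 0 in E2C and 0.03 in L2C. The rotation test fry of limma gave Benjamini-Hochberg adjusted p of 1.72e-06 for zygotic and 0.00106 for maternal genes in E2C, and 0.00145 and 0.000628 in L2C. TPM scaling moved the zygotic result in L2C most, to a median of -0.20 with an unadjusted fry p of 0.233, whereas in E2C it stayed at -0.53.

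Gene lists fixed before the data were examined covered subunits and partners of Polycomb complexes, imprinted genes with H3K27me3-dependent (noncanonical) and with DNA methylation-dependent (canonical) imprints, genes typical of the 2-cell stage, and families of developmental regulators. Of 33 pairs of list and contrast, 9 passed a fry Benjamini-Hochberg adjusted p under 0.05, 4 of them higher and 5 lower. The alternative that moved this count most was camera, which tests a list against the other genes, with 2 pairs, both of the 2-cell list. The 42 Polycomb genes had a median log2 fold change of 0.20 in E2C (fry adjusted p 0.00759) and 0.15 in L2C (0.000218). The 7 tested noncanonical imprinted genes had medians of -0.17 in MII (0.0289), -0.30 in L1C (0.00937), -0.35 in E2C (0.0130) and -0.41 in L2C (0.00196). With limma p adjusted over all genes, 1 of the 7 was lower in MII, 1 in L1C, 2 in E2C and 3 in L2C, and 0 were higher. Bbx was among them at each of these stages and was the only one in MII and L1C. The 30 genes of the 2-cell list had a median of -0.81 in E2C (0.0130) and of 1.12 in L2C (0.00466), and 24 of them shared at least 5% of their sequence with other genes. The 88 developmental regulators had a median of 0.25 in L2C (0.0239). The 22 canonical imprinted genes passed in no contrast of this fit, but under TPM scaling they passed in E2C, with a median of 0.17 (0.0373), and in L2C, with 0.10 (0.0268). None of the 8 pairs in EPI and VE passed, with a smallest fry adjusted p of 0.178, or 0.144 with the replicate number as a block, where same-numbered libraries correlated at 0.59 and 0.43.

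Single genes of the lists were counted with limma p adjusted over the list alone and over all genes tested. For Polycomb genes both gave 7 genes higher and 5 lower in E2C and 14 higher and 6 lower in L2C. For the 2-cell list 2 genes were higher and 18 lower in E2C over the list and 2 and 17 over all genes, and in L2C 18 were higher and 5 lower over the list and 18 and 4 over all genes. For developmental regulators in L2C 34 were higher and 18 lower over the list and 32 and 17 over all genes. For canonical imprinted genes both gave 5 higher and 5 lower in L2C. Among Polycomb genes, Asxl3 (ENSMUSG00000045215.17, chromosome 18, 22344883 to 22530227) was lower at all 5 early stages, with log2 fold changes of -0.78 ± 0.16 (SE), -0.84 ± 0.16 (SE), -0.82 ± 0.16 (SE), -1.03 ± 0.14 (SE) and -0.58 ± 0.16 (SE). Cbx7 (ENSMUSG00000053411.16, chromosome 15, 79915807 to 79971119) rose by 1.31 ± 0.26 (SE) in E2C and changed by -1.11 ± 0.29 (SE) in L2C, where its limma adjusted p was 0.0632 with a pseudocount of 0.1. Among noncanonical imprinted genes, Bbx (ENSMUSG00000022641.15, chromosome 16, 50191844 to 50432390) changed by -0.77 ± 0.14 (SE), -0.85 ± 0.14 (SE), -1.13 ± 0.14 (SE), -0.54 ± 0.12 (SE) and -0.60 ± 0.14 (SE) from FGO to L2C, Jade1 (ENSMUSG00000025764.14, chromosome 3, 41555731 to 41616864) by -1.13 ± 0.25 (SE) in E2C, and Gab1 (ENSMUSG00000031714.9, chromosome 8, 80764438 to 80880519) by -1.27 ± 0.14 (SE) in L2C. The gene of each list that changed most was named, and over all genes the limma adjusted p of the genes named from lists at the early stages ranged from 7.49e-10 to 0.0431. The minimum of 5 FPKM did not apply to list genes, and several were low. Mean Asxl3 was 1.44 FPKM in control and 0.417 FPKM in knockout FGO, and mean Bbx 1.72 and 0.598 FPKM. Mean Cbx7 was 0.705 FPKM in control and 3.15 FPKM in knockout E2C. A fit of E2C alone gave Jade1 a limma adjusted p of 0.0944.

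Among canonical imprinted genes, Zrsr1 (ENSMUSG00000044068.7, chromosome 11, 22972005 to 22976496) changed by -1.28 ± 0.23 (SE) in L2C and by -0.81 ± 0.20 (SE) in E2C, there with a limma adjusted p of 0.0825 in a fit of E2C alone and 0.0608 with a pseudocount of 0.1, and Usp29 (ENSMUSG00000051527.11, chromosome 7, 6730578 to 6967219) by -1.47 ± 0.20 (SE) in L2C. In the 2-cell list, Tcstv1 (ENSMUSG00000096284.2, chromosome 13, 119893388 to 119894785), which shared 15% of its sequence, changed by -0.71 ± 0.21 (SE) in FGO and had a limma adjusted p of 0.0823 after median centring. Pramel7 (ENSMUSG00000025839.3, chromosome 2, 87489087 to 87497093) fell from 5.95 ± 0.492 FPKM (SD, n = 3) to 0.225 ± 0.146 FPKM (SD, n = 3) in E2C and from 81.3 ± 15.4 FPKM (SD, n = 2) to 12.04 ± 6.25 FPKM (SD, n = 3) in L2C. Among developmental regulators, Gata3 (ENSMUSG00000015619.10, chromosome 2, 9857078 to 9890034) changed by -1.26 ± 0.21 (SE), -1.57 ± 0.21 (SE), -1.71 ± 0.21 (SE) and -1.14 ± 0.19 (SE) from FGO to E2C, Fgf10 (ENSMUSG00000021732.14, chromosome 13, 118669791 to 118792115) by -1.25 ± 0.13 (SE), -1.02 ± 0.13 (SE), -1.32 ± 0.13 (SE), -1.19 ± 0.12 (SE) and -0.39 ± 0.13 (SE) from FGO to L2C, and Fgf4 (ENSMUSG00000050917.5, chromosome 7, 144847367 to 144865243) by -2.57 ± 0.18 (SE) in L2C. Gata3 and Fgf10 were low. Mean Gata3 was 1.94 FPKM in control and 0.228 FPKM in knockout FGO, and mean Fgf10 0.407 and 0.0729 FPKM in L2C.

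At embryonic day 6.5 the question was whether loss of maternal BAP1 left differences in lineages of the later embryo. Of 13376 genes tested in one limma fit of the 8 EPI and VE libraries, none passed a Benjamini-Hochberg adjusted p under 0.05 in EPI, with 306 at an unadjusted p under 0.05. In VE 1 gene passed, with 170 at an unadjusted p under 0.05. In simulated data of this size, changes of 1 log2 unit were recovered for 2 of 68 genes in EPI and 1 of 68 in VE, changes of 2 units for 18 of 66 and 21 of 66, and changes of 4 units for 51 of 66 in each, so small changes were not detectable with these libraries. With the replicate number as a block, 4 genes passed in EPI and 1 in VE. The EPI genes were Foxd3 and Gm28661, higher, and Cyp26a1 and Spink1, lower. Shared sequence was not computed for Gm28661, Cyp26a1 and Spink1, so reads from other genes were not excluded for them. Same-numbered libraries correlated at 0.59 in EPI and 0.43 in VE. The difference between VE and EPI passed for 1 gene without the block, with 180 at an unadjusted p under 0.05, and for 3 with it, and Spearman's rho between the 2 effects across genes was 0.02. Both fits treated EPI and VE libraries as independent of each other. Y-linked signal fell on the same genotype and replicate numbers in both lineages, so libraries from shared embryos were not excluded.

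The VE gene, named after its values were seen, was Gm44805 (ENSMUSG00000109350.1, chromosome 7, 19671584 to 19681423). It measured 1057 ± 867 FPKM (SD, n = 2) in control and 2.66 ± 0.322 FPKM (SD, n = 2) in knockout VE, a log2 fold change of -7.88 ± 0.57 (SE) with a limma adjusted p of 0.00314, or 0.00135 with the replicate block. The annotation places it across the exons of Apoc2, and 87.9% of its sequence was shared with other genes, so its value is uncertain. Adjusted over the list of developmental regulators alone, 2 genes passed in EPI, against 0 over all genes. Foxd3 (ENSMUSG00000067261.4, chromosome 4, 99656299 to 99658622) was listed at 0 in both control libraries and at 25.6 and 8.16 FPKM in the knockout libraries, with a limma adjusted p of 0.179 over all genes and 0.0259 with the replicate block. Fgf4 measured 5.21 ± 1.95 FPKM (SD, n = 2) in control and 25.8 ± 11.6 FPKM (SD, n = 2) in knockout EPI, with a limma adjusted p of 1 over all genes and 0.0283 over the list.

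In EXE 1 control library allowed values without a test. Of 10911 genes at or above 1 FPKM in at least 2 of the 3 libraries, 81 were at least 1 log2 unit higher and 66 at least 1 unit lower than the control in both knockout libraries, a difference that has no replicate check. A pseudocount of 0.1 moved this count most, from 147 to 362 genes.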

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

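The tests of the region and the labels behind Cdc5l, of H2ac18, of Gm44805 and of copies among 2-cell genes were chosen only after the results were seen, and all patterns here were found and tested on the same data.

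The knockout effect differed between late 1-cell and early 2-cell embryos for 710 genes and between early and late 2-cell embryos for 4622 genes, as interaction tests in limma. Both counts involve early 2-cell libraries, whose within-group spread was larger than that of the other stages. In simulated libraries with the spread of each stage, 319 of 514 calls for the early 2-cell knockout effect were false, but the interaction contrasts had only 5 and 46 calls where none were true. Fitting the 2 stages alone gave 43 and 2346 genes. The shared spread may therefore account for part of the calls in early 2-cell embryos, while the simulation does not account for the size of either interaction count. Why the count of 710 fell to 43 was not tested.

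The count of 4407 knockout-responsive genes in early 2-cell embryos was set against other splits of the 6 libraries into 3 and 3. Of the 4 splits that part all 3 same-numbered pairs, 1 gave as many genes, the real one, and the other splits of this kind gave 13 to 340. The 6 splits that part 1 pair gave 21 to 233. In fits of these libraries alone, the other 9 splits gave 0 genes each. The medians of the zygotic and of the maternal set were as large in 1 of the 4 splits, and as many lists passed in 1 of the 4. With 4 such splits the share could not have fallen under 0.25 whatever the data, so this test had no power to exclude an accidental division of the libraries, and by it the count and the set results cannot be told apart from one. The real split nevertheless gave the most genes of all 10 splits, in the fit of all stages and in the fit of these libraries alone.

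The difference of the knockout effect between late and early 2-cell embryos, taken gene by gene, had a median of 0.23 over zygotic genes, past the threshold (fry adjusted p 0.0291). The median of these differences was 0.26 over developmental regulators (0.00209) and 1.39 over the 2-cell list (0.000168), while it was 0.05 over maternal genes (0.539). A candidate explanation of the change of sign in the 2-cell list is reads shared between near-identical copies. Of its 30 genes, 6 share under 5% of their sequence with other genes. Their median was -0.74 in early and -0.28 in late 2-cell embryos, with 3 of 6 higher in late 2-cell embryos, whereas the 24 other genes had medians of -0.81 and 1.21. This comparison of few genes does not test whether reads were divided among copies, and Zfp352, with 7.1% shared, changed sign as well, from -1.50 to 1.65. The copies Zscan4b, Zscan4c, Zscan4d, Zscan4e and Zscan4f were all lower in early and all higher in late 2-cell embryos. The length-weighted sum of all 9 Zscan4 genes changed by -0.89 in early (limma adjusted p 0.0528) and by 2.05 in late 2-cell embryos (0.000172), a change of sign that exchange of reads within the family would not give, although the early value did not pass the threshold. Exchange within the other families was not tested, so the pattern in the whole list cannot be told apart from it. For zygotic genes and developmental regulators no technical explanation of the difference was tested, and these differences were not recomputed under the alternatives.

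Cdc5l was higher in knockout libraries from fully grown oocytes to early 2-cell embryos and not in late 2-cell embryos, a difference of -2.92 between the last 2 stages (limma adjusted p 5.14e-06), while control libraries rose to the level of the knockout. Within 1 Mb, 0 of 28 tested neighbours were called higher in all 4 stages, and 5 neighbour calls in any of these stages were made. No knockout library reached the Bap1 level of a control library of its stage (0 libraries), which speaks against exchanged labels. Summing Cdc5l with the 12 genes that share its sequence left a log2 fold change of 2.20 in early 2-cell libraries (limma adjusted p 1.33e-06), lower than the 3.12 of Cdc5l alone. The sum left 3.27 in FGO, 3.22 in MII and 4.04 in L1C, against 3.24, 3.21 and 4.08 for Cdc5l alone, so copies did not produce the change at those stages and at most part of it in early 2-cell embryos. Other differences between the groups were not tested, namely the iCre transgene, carried by knockout mothers only, with its unstated insertion site, and strain variants near Cdc5l. An early rise of Cdc5l in the absence of BAP1 is therefore a hypothesis that cannot be told apart from these.

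H2ac18 was lower in early and higher in late 2-cell knockout libraries, a difference of 10.52 (limma adjusted p 1.33e-05). In early 2-cell embryos 2 of 3 knockout libraries were at 1.16 and 2.34 FPKM and the other at 203 FPKM, within the controls, and a fit of that stage alone gave an adjusted p of 0.0980. Summing H2ac18 with its paralogue H2ac19 left 2.57 in late 2-cell embryos (limma adjusted p 2.10e-05) and -0.88 in early ones (0.0647). The gene Gm20634 overlaps H2ac18. In the 4 libraries in which H2ac18 was under 2.34 FPKM or at it, Gm20634 was at 20.4 to 54.8 FPKM, and in the other 7 it was at 4.91 to 9.50 FPKM. The length-weighted sum of both changed by 0.04 in early (0.931) and by 1.11 in late 2-cell embryos (limma adjusted p 0.00396), where H2ac19 alone changed by 1.12 (0.00531). The drop in early 2-cell embryos and most of the late rise could be reads assigned to one gene or the other. The remaining late rise was above the 2-fold limit set for that explanation, so the test was mixed and the pattern cannot be told apart from divided reads.

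Gm44805 was lower in knockout visceral endoderm, and differed from epiblast by -8.42 (limma adjusted p 0.0340), the 1 gene past the threshold in that interaction. It overlaps exons of Apoc2, which was at 3303 to 11996 FPKM in visceral endoderm against 1670 and 444 FPKM of Gm44805 in the controls. The sum of both changed by -0.86 (limma adjusted p 1), but it follows Apoc2 whatever Gm44805 does and so does not test whether reads moved between them. Apoc2 alone changed by -0.54 ± 0.59 (SE) (1), so the rise that moved reads would give was not seen. Its control libraries differed widely, at 3303 and 11996 FPKM, so such a rise could have been missed and its absence decides nothing. Y-linked signal went with Gm44805 above 100 FPKM in 2 of 4 libraries, so sex did not follow it, and its highest value in the other lineages was 0.673 FPKM, which leaves no room for another lineage as its source. Reads divided between the 2 genes were therefore neither shown nor excluded, the drop cannot be told apart from them, and no biological explanation is proposed.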

How the results depend on the processing

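No test here was chosen after its result was seen, and all alternatives were fixed before the data were examined. Of 301 recomputed values of the main results, 267 counted as unchanged, 32 moved and 2 lost significance. Unchanged values kept their direction and side of the threshold, stayed within 1.5 times the count or, without a test, moved by less than 1 SD. For the agreement between stages the limit was instead a standard error computed from the fits that each left out 1 library. A value from such a fit can hardly exceed it, so these values were bound to count as unchanged and say nothing about stability. For VE and EPI agreement they included changes of sign. Of 556 recomputed values for the 55 combinations of gene and stage, 520 counted as unchanged, 18 moved beyond the spread, 16 lost and 2 gained significance. No gene and neither gene set with a test reversed in direction, but some medians of gene lists did, and not all of these are given. The cause was not tested unless stated.

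A mean of at least 5 FPKM, which removes genes, gave 310 genes in FGO (69 higher, 241 lower), 304 in MII (118, 186), 543 in L1C (270, 273), 2862 in E2C (1843, 1019) and 3865 in L2C (2365, 1500), and 2830 for the difference between E2C and L2C. An added 2-fold limit gave 342 (18, 324), 339 (14, 325), 373 (30, 343), 787 (145, 642) and 1881 (822, 1059), so the balance of higher and lower genes depends on these limits. A fit of the stage alone gave 1364 in MII (474, 890), 1657 in L1C (690, 967), 1193 in E2C (501, 692), 3 in EPI (Gm28437 and Gm28661 higher, Gm28439 lower, pseudogenes within chromosome 1, 24611535 to 24615565) and 2 in VE (Bola1 higher, Gm44805 lower). Fits of 2 stages alone gave 6 for MII and L1C, 43 for L1C and E2C and 2346 for E2C and L2C. In simulated E2C libraries 319 of 514 calls of the shared fit were false, so the larger spread may account for part of the E2C count, but the fit of E2C alone also recovered fewer changed genes, 156 against 195 of 200, and the 2 effects were not separated. With 200 genes changed, the simulated share of false calls does not give the share in the real count. A pseudocount of 0.1 gave 3 in EPI (Foxd3 and Trex1 higher, Cyp26a1 lower) and 362 in EXE, where a mean of at least 5 FPKM gave 84. No filter on low values gave 0 in VE.

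In the early stages same-numbered libraries did not deviate together, with correlations of 0.087 in FGO, 0.055 in MII, 0.054 in L1C, 0.003 in E2C and 0.028 in L2C. The replicate block gave 480, 417, 680, 3674 and 5243 genes, 131 for L1C and E2C, 3606 for E2C and L2C, and 4 passing gene lists (Polycomb genes and noncanonical imprinted genes in L2C, adjusted p 0.0313 and 0.0340, and developmental regulators in E2C and L2C, 0.0266 and 0.0313). The 2-cell list had 0.0715 in E2C and 0.0585 in L2C, Polycomb genes 0.0585 in E2C, and noncanonical imprinted genes 0.0911 in MII and 0.0734 in L1C and E2C. The set medians kept their sides of the threshold. In FGO, MII, L1C and L2C knockout replicate 3 has no same-numbered control, so the block drops it from the knockout effect. The blocked Bap1 change in FGO, -2.0998, equals that of the fit without knockout replicate 3. At these stages the blocked counts and lists therefore rest on fewer libraries and do not test the pairing alone. At embryonic day 6.5, where the correlations were 0.59 and 0.43, the block gave 4 in EPI and 3 for the difference between VE and EPI (Cyp26a1 higher in effect, Gm28661 and Gm44805 lower). The camera test passed 2 lists. Developmental regulators in E2C (-0.07, adjusted p 0.0643) passed with a pseudocount of 0.1 (0.0457) and had a median of 0.01 under median centring (0.845). Median centring also took noncanonical imprinted genes in MII (0.228) and E2C (0.0891) and the 2-cell list in E2C (0.0577) out of the passing lists, and Polycomb genes in MII passed (0.0188). Noncanonical imprinted genes in FGO went from -0.05 (0.150) to 0.01 (0.0418) with a pseudocount of 0.1. Under TPM scaling they passed as well, at -0.05 (0.0373), and canonical imprinted genes in L2C went from -0.003 (0.836) to 0.10 (0.0268).

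Zygotic genes in L2C had a median of -0.20 under TPM scaling (fry p 0.233) and -0.21 at a stage change of at least 3 (0.180). TPM scaling moved the median of all genes by 0.12 in L2C, close to the difference, so relative to all genes the zygotic median stayed lower. Median centring moved it by 0.11 in MII and -0.15 in EPI. Among the scalings, the split of higher and lower calls moved by over 10 points under median centring, to 317 and 611 in FGO, 519 and 552 in MII and 2899 and 1744 in E2C, and under TPM scaling to 2971 and 1870 in E2C and 3989 and 2293 in L2C.

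Fits that each left out 1 replicate of an arm of 3 gave 630 to 789 genes in FGO, 634 to 684 in MII, 824 to 1004 in L1C, 3721 to 4388 in E2C and 5816 to 6158 in L2C, and were not run for counts in EPI and VE, where an arm of 1 library would remain. In FGO the higher genes numbered 43 without knockout replicate 1, 145 without replicate 2 and 111 without replicate 3, against 126 with all libraries. The lower genes numbered 587, 644 and 629 in the same order, against 777. Higher genes numbered 92 to 108 in MII, against 194, and 167 to 306 in L1C, against 339. The split of higher and lower genes at these stages therefore depends on which libraries are kept. The Bap1 fold change in FGO ranged from -2.49 to -1.68. Spearman's rho for VE and EPI ranged from -0.20 to 0.30, so it has no stable sign. Tcstv1 in FGO lost significance whenever 1 knockout library was left out. Depth is unknown, so its effect on low genes cannot be stated.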

Other observations

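The tests of scaling, of clustered families, of collection times, of short and granulosa RNA, and of what same-numbered libraries share at embryonic day 6.5 were chosen only after the results were seen.

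Most genes called in knockout fully grown oocytes were lower, with 14.0% higher. Centring libraries on their medians left 65.8% of called genes lower, so scaling accounts for part of the excess at most. Fold changes followed exonic length with a Spearman rho of -0.132 and GC content with 0.102 across genes, both under the limit of 0.2 written down before the test. An excess of lower genes in oocytes without BAP1 is a hypothesis that these tests leave standing, although FPKM cannot show a change of total RNA per oocyte.

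Of 577 X-linked genes tested, 60 were lower in knockout fully grown oocytes, 10.4% against 4.91% of other genes. None (0%) of 10000 random lists matched on mean expression held as many, with a median of 31. With 1 gene per 1 Mb window, 6.31% of the random lists held as many as the 14 found, where the median was 9. This left 122 of the 577 X-linked genes, and although the excess over the random median was smaller, the share that was lower did not fall, so the smaller number of genes alone could raise the percentage, and clustered families were neither shown nor excluded as the source of the X-linked excess. Of 301 Zfp zinc finger genes 44 were lower, 14.6% against 4.93%, which 0% of the random lists reached, and with 1 gene per window 0.44% reached the 7 found. Under median centring 51 X-linked and 31 zinc finger genes were lower. Reads shared between zinc finger paralogues were not tested, so a biological cause cannot be told apart from them.

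Late 2-cell knockout effects ran against the control difference between early and late 2-cell embryos, with a Spearman rho across genes of -0.66, and early 2-cell effects against the difference between late 1-cell and early 2-cell embryos, with -0.51. Part of such a relation arises because the same control libraries enter both sides. With separate control libraries the values closest to 0 were -0.555 and -0.342, so shared controls do not explain all of it. For late 1-cell embryos against MII eggs the values were -0.358 and -0.338, of the size seen in early 2-cell embryos, while the late 2-cell values were further from 0. Whether knockout late 1-cell embryos lag as well was not tested. The comparison with that stage therefore does not decide whether the early 2-cell rho is specific to a delay. A lag of knockout embryos may contribute, but embryos of the 2 genotypes collected at slightly different times would give the same picture, and the labels give no collection times, so this was not tested.

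Knockout fully grown oocyte replicate 1 stood apart, with 465 genes at least 2-fold higher and 17 lower than the mean of the other 2 knockout libraries. Of the 464 higher genes with a position, 36.9% were non-coding and under 300 bases, against 4.57% of all genes. That is an excess but not the majority required for this explanation, so more short non-coding RNA in this library may explain part of the difference. Of 11 granulosa cell markers 0 were highest in it, which gives no sign of granulosa RNA. Markers such as Foxl2, Amh, Inha and Inhba were under 1 FPKM in every fully grown oocyte library, so granulosa RNA was not excluded.

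In epiblast and visceral endoderm the deviations of same-numbered libraries correlated at 0.59 and 0.43. With 2 libraries per group the deviations are mirror images, so each lineage gives a single value, whose sign depends on the numbering, and it does not show that same-numbered libraries share a source. Sex does not account for the correlation, since 0 of 4 same-numbered pairs of control and knockout had the same sex by Y-linked genes. The number of genes detected, counted above 0 FPKM, separated the replicate numbers in 1 of 2 lineages, epiblast. The correlation may reflect the number of genes detected there, and it cannot be told apart from that or from the accident of numbering.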
